# A Replication Study for Genome-Wide Gene Expression Levels in Two Layer Lines Elucidates Differentially Expressed Genes of Pathways Involved in Bone Remodeling and Immune Responsiveness

**DOI:** 10.1371/journal.pone.0098350

**Published:** 2014-06-12

**Authors:** Christin Habig, Robert Geffers, Ottmar Distl

## Abstract

The current replication study confirmed significant differences in gene expression profiles of the cerebrum among the two commercial layer lines Lohmann Selected Leghorn (LSL) and Lohmann Brown (LB). Microarray analyses were performed for 30 LSL and another 30 LB laying hens kept in the small group housing system Eurovent German. A total of 14,103 microarray probe sets using customized Affymetrix ChiGene-1_0-st Arrays with 20,399 probe sets were differentially expressed among the two layer lines LSL and LB (FDR adjusted P-value <0.05). An at least 2-fold change in expression levels could be observed for 388 of these probe sets. In LSL, 214 of the 388 probe sets were down- and 174 were up-regulated and vice versa for the LB layer line. Among the 174 up-regulated probe sets in LSL, we identified 51 significantly enriched Gene ontology (GO) terms of the biological process category. A total of 63 enriched GO-terms could be identified for the 214 down-regulated probe sets of the layer line LSL. We identified nine genes significantly differentially expressed between the two layer lines in both microarray experiments. These genes play a crucial role in protection of neuronal cells from oxidative stress, bone mineral density and immune response among the two layer lines LSL and LB. Thus, the different regulation of these genes may significantly contribute to phenotypic trait differences among these layer lines. In conclusion, these novel findings provide a basis for further research to improve animal welfare in laying hens and these layer lines may be of general interest as an animal model.

## Introduction

Whether and to what extent cellular development, differentiation, function and physiology occur does essentially depend on the repertoire, level and time point of expressed genes [1]. Therefore, experimental tools for direct and simultaneous monitoring of the expression levels of large numbers of genes in parallel are of great importance [1]. Affymetrix was the first company that developed a method to analyse large fragments and even entire genomes, called DNA microarrays [2]. Currently, the Affymetrix GeneChip microarrays are the most frequently used high-throughput technology to measure gene expression [3]. Microarrays are now available for a variety of different species, including agriculturally important species [4] like the chicken. Since the completion of the chicken genome sequence, assembly and annotation, as well as the availability of new high-throughput tools for the exploration of functional elements of the genome, the chicken became an important model organism [5], [6] for evolutionary and developmental biology, immunology, genetics and agricultural science [7].

Microarray technologies enable the examination of expression levels of thousands of genes in a single hybridization experiment. Microarray analyses can permit the understanding of biological pathways important in various physiological processes [4] and may therefore contribute to improvements in important economic parameters in poultry, like egg production and reproduction traits in ducks or feed efficiency and growth in broilers [8]–[10]. Furthermore, behavioural disorders, like feather pecking, a serious animal welfare and economically important problem, especially in the laying hen husbandry has been examined by using microarray analyses in several studies [11]–[13]. Labouriau et al. [11] used 20K chicken oligonucleotide microarrays (ARK-Genomics) to compare gene transcription profiles of a high feather pecking White Leghorn line, selected for eight generations, with another group of birds performing feather pecking. Among a total of 14,077 investigated genes they identified 456 genes to be differentially expressed between these two groups of laying hens, supporting their evidence of the presence of a major dominant allele affecting feather pecking behaviour. Differences in feather pecking behaviour between the two widespread commercial layer lines Lohmann Selected Leghorn (LSL) and Lohmann Brown (LB) are also confessed from several studies [12]–[13]. Due to these behavioural differences, as well as further differences in phenotypic traits, LSL and LB laying hens are not equally suitable for different housing systems. In a previous study, we identified 6,276 microarray probe sets to be significant differentially expressed (FDR adjusted P-value <0.05) between the two layer lines LSL and LB [14]. Among these probe sets, 151 had a 2-fold change or greater in gene expression and could be assigned to immune system processes and phosphorus metabolic processes. In order to confirm the conclusions drawn from this microarray experiment, a replication study was performed to validate the reliability of the results, as well as to improve the sensitivity and specificity of our previous analyses.

Therefore, the aim of the present study was to replicate the previous study under the very similar conditions and determine which genes are differentially expressed in both experiments.

## Results

### Phenotypic traits

For the phenotypic traits the least square means (LSM) with their standard errors (SE) and the P-values for differences between the two layer lines LSL and LB in the present experiment are given in Table 1. Although the egg weights were approximately equal in both layer lines, LSL hens laid eggs with significantly higher albumen heights and Haugh units, heavier yolks and eggshells, but at the same time thinner eggshells. At each time of examination, LSL layers were scored significantly worse for the plumage condition of the different body regions, resulting in a worse total plumage score compared to LB. The body weights, bone weights, as well as the bone lengths were significantly higher in LB than in LSL. Furthermore, LB hens had significantly higher tibia and humerus bone breaking strengths than LSL. The calculated heterophil to lymphocyte ratio (H/L-ratio) of LB layers was approximately 3-times higher than the average H/L-ratio determined for LSL.

**Table 1:** Least-square means (LSM), their standard errors (SE) and P-values for the phenotypic traits analysed in the two layer lines Lohmann Selected Leghorn (LSL) and Lohmann Brown (LB).

Trait	LB		LSL		LB - LSL
	LSM	SE	LSM	SE	P-value
Egg quality traits					
Egg weight (g)	63.99	0.23	64.40	0.23	0.210
Eggshell weight (g)	6.51	0.04	6.79	0.04	<0.001
Eggshell breaking strength (N)	41.29	0.46	40.00	0.46	0.058
Albumen height (mm)	8.45	0.07	9.23	0.07	<0.001
Haugh units	90.29	0.41	94.41	0.41	<0.001
Yolk weight (g)	16.07	0.07	16.99	0.07	<0.001
Eggshell thickness (µm)	343.14	1.12	338.48	1.11	0.007
Plumage condition (1–4)					
-Neck	2.74	0.05	2.45	0.05	<0.001
-Back	3.63	0.12	2.56	0.12	<0.001
-Wings	2.53	0.07	2.43	0.07	0.321
-Tail	2.48	0.05	1.85	0.05	<0.001
-Breast	2.32	0.04	1.62	0.04	<0.001
-Belly	3.38	0.07	1.99	0.07	<0.001
-Total	17.09	0.34	12.91	0.34	<0.001
Body weight (kg)	1.91	0.01	1.58	0.01	<0.001
Bone length (cm)					
-Tibia (cm)	11.85	0.03	11.58	0.02	<0.001
-Humerus (cm)	7.90	0.02	7.60	0.01	<0.001
Bone weight (g)					
-Tibia (g)	11.59	0.09	8.81	0.08	<0.001
-Humerus (g)	4.52	0.05	3.43	0.05	<0.001
Bone breaking strength (N)					
-Tibia (N)	146.78	3.15	137.29	3.13	0.044
-Humerus (N)	237.83	3.57	185.68	3.52	<0.001
H/L-ratio	0.84	0.05	0.29	0.05	<0.001

### Gene expression analysis

A total of 388 probe sets with at least a 2-fold change in expression could be assigned among the 14,103 probe sets. 

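Cerebrum RNA of 60 laying hens, 30 Lohmann Selected Leghorn (LSL) and 30 Lohmann Brown (LB), was hybridised to 1 Affymetrix chicken gene array per hen. Of the LSL hens 16 came from groups of 36 hens and 14 from groups of 54, and of the LB hens 14 and 16. The sample labels name the right posterior side for every hen, while the paper names the posterior left and right site. The authors background-corrected and quantile-normalised the arrays by RMA and deposited log2 values in 20399 rows, and the median lay at 6.863 in all arrays. The identifier of a row lists the array's probe sets that it holds, a median of 7 per tested row and up to 129. From this a row was read as a gene, a transcript or a part of one. Of the tested rows, 2486 hold only 1 probe set. Table S1 names single probe sets, whose own values were not analysed here. The empty row and the 2 rows that Table S1 names as controls were left out, and the 16317 rows with a mean at or above the 20th percentile were tested with limma and Benjamini-Hochberg adjustment. Of these, 7453 have 1 gene symbol, 144 are named through Table S1, 81 have several symbols and 8639 have none. With 30 arrays per line, the number of arrays limits the precision. The arrays fell into sets of 18 and 42 on a component of variance that no label names. The smaller set holds 10 LSL and 8 LB hens, and values within each set are given for some of the rows.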

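ABCB1, a drug efflux transporter of the blood-brain barrier, NANS, an enzyme of sialic acid synthesis, and UNC119 were lower in LSL, and UPK1B, TERT, the catalytic subunit of telomerase, and MRPL13 were higher. The value of NANS was 7.69 ± 0.24 (SD, n = 30) in LSL and 8.89 ± 0.20 (SD, n = 30) in LB, a log2 fold change of -1.20 (standard error 0.057, adjusted p = 4.5e-26 from limma). ABCB1 had a log2 fold change of -1.28 (standard error 0.11, adjusted p = 3.6e-15 from limma), and 30 of 30 LB hens lay above the median of the LSL hens. TERT, on chromosome 2 of GRCg7b from 85359798 to 85401889, was at 5.72 ± 0.24 (SD, n = 30) in LSL and 4.63 ± 0.18 (SD, n = 30) in LB, a log2 fold change of 1.10 (standard error 0.054, adjusted p = 2.0e-25 from limma), and the lowest LSL hen (5.206) lay above the highest LB hen (4.922). The LB mean of TERT lies below the limit of 5.08 set for the mean of a row, so the size of its change is uncertain. Within the sets of 42 and 18 arrays the log2 fold change was -1.16 and -1.20 for NANS, -1.28 and -1.28 for ABCB1, 1.11 and 1.05 for TERT, -1.05 and -1.43 for UNC119, and 1.13 and 1.12 for MRPL13. Further rows that fell by over 1 on the log2 scale included those of SNORA44 (-1.53), MIR9-2 (-1.29), C6orf105 (-1.25) and UNC119 (-1.17). Rows that rose included SNORA5 (2.46), MRPL13 (1.08), BTF3 (0.96), CYTL1 (0.90), PARVB (0.79), CENPK (0.79) and ANXA2 (0.76). The rows of SNORA44, MIR9-2 and SNORA5 hold only 1 probe set each, so their changes rest on it alone, while that of ABCB1 holds 23. NUDT7 is named by a row that rose (0.83) and by another that fell (-1.12). Of 16317 rows, 3714 passed an adjusted p under 0.05 and 35 of these also changed at least 2-fold. Within the set of 42 arrays 3668 rows passed, 38 of them at least 2-fold, and within the set of 18 arrays 1184 and 45. With the set as a block the counts were 4747 and 34. The sets were found from these values, so a p with this block is optimistic. The lines were not mixed within a compartment and several hens were sampled from each, so p-values over hens can be too small for layer line. With hen pairs, an odd hen number and the next even one, as a random block, 2775 rows passed, and 4205 with the array set in the model as well. The correlation of the pairs fell from 0.313 to 0.142 with the set in the model. Both hens of every pair lie in the same set, so this fall cannot tell the array sets from a shared compartment.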

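In the deposited rows the changes between the lines were mostly small and went both ways. In LSL, 1765 rows were higher and 1949 lower, and 12 were at least 2-fold higher and 23 at least 2-fold lower. The median change of the rows that passed was 1.14-fold, and 2717 of them changed by less than 1.2-fold. Of the 35 rows changed at least 2-fold, 18 hold a probe set of Table S1 and 17 hold none.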

In LSL, 214 of the 388 probe sets were down- and 174 were up-regulated (Table S1). By contrast, the 214 down-regulated probe sets were enriched and the 174 highly expressed probe sets were down-regulated in the LB layer line (Figure S1). GO annotation of biological process was only given for 45 of the 388 significant probe sets. Among the 174 up-regulated probe sets in LSL, we identified 51 significantly enriched GO-terms of the biological process category (Table S2). 

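Among the deubiquitinases, which remove ubiquitin from proteins, USP31 (0.36) and USP20 (0.11) were higher in LSL, and UCHL5 (-0.18), USP47 (-0.15) and USP53 (-0.24) were lower, as log2 fold changes with an adjusted p under 0.05 from limma. USP49 fell (-0.11) by the median over its rows, and had 0.012 (adjusted p = 0.9) by its brightest row. Of 39 measured members, 4 rose, 5 fell and 30 did not pass the test in LSL against LB (4 higher and 5 lower when adjusted over the list alone, and 5 and 6 over all genes with the 2 sets of arrays as a block; 2 and 4 with hen pairs as a random block). ALG6 (0.54) and UGGT2 (0.19) of protein N-glycosylation rose, and ALG5 (-0.22) and ALG2 (-0.17) fell. In that list of 19, 2 rose, 2 fell and 15 did not pass the test in LSL against LB (2 higher and 2 lower when adjusted over the list alone, and 3 and 4 over all genes with the 2 sets of arrays as a block; 2 and 2 with hen pairs as a random block). Among genes of intraflagellar transport and the cilium, DYNC2LI1 (-0.44), IFT46 (-0.17) and CEP290 (-0.20) fell, and BBS10 (0.24) and BBS9 (0.15) rose. Of its 26 members, 3 rose, 9 fell and 14 did not pass the test in LSL against LB (5 higher and 9 lower when adjusted over the list alone, and 5 and 9 over all genes with the 2 sets of arrays as a block; 3 and 8 with hen pairs as a random block). For the deubiquitinases camera gave an adjusted p of 0.916 with a preset correlation and an adjusted p = 0.967 with an estimated correlation, and for the cilium list the preset correlation gave 0.558. No list of 29 passed camera in either form, where the smallest adjusted p was 0.0984 with the preset correlation. Of all 7336 genes with a value, 1817 passed an adjusted p under 0.05 from limma, 852 higher and 965 lower in LSL. The counts of every list are to be read against that share. The study reported terms of this kind from the same hens (Table S2), so these counts are not independent evidence.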

Figure S2 shows a tree graph, representing the hierarchical relationships of these enriched GO-terms. A total of 63 enriched GO-terms could be identified for the 214 down-regulated probe sets of the layer line LSL. 

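AGMO, which cleaves ether lipids, had a log2 fold change of -0.87 and ELOVL5, a fatty acid elongase, of -0.24 in LSL against LB, while ACSL4 rose by 0.12, all at an adjusted p under 0.05 from limma. The median of that list (0.019) and its mean (-0.026) differ in sign. Of 20 measured genes of fatty acid and ether lipid synthesis, 1 rose, 2 fell and 17 did not pass the test in LSL against LB (1 higher and 2 lower when adjusted over the list alone, and 4 and 2 over all genes with the 2 sets of arrays as a block; 0 and 2 with hen pairs as a random block). Among kinesins, dyneins and tubulin folding factors, TBCE (-0.19), CLIP4 (-0.17) and MAPRE2 (-0.10) fell, and TBCD (0.16), DCTN6 (0.15) and KIF23 (0.27) rose. In this list of 40, 5 rose, 11 fell and 24 did not pass the test in LSL against LB (6 higher and 12 lower when adjusted over the list alone, and 6 and 12 over all genes with the 2 sets of arrays as a block; 5 and 8 with hen pairs as a random block). The core histone genes HIST1H46 (-1.02), HIST1H2B5 (-0.52) and HIST1H2BO (-0.54) fell and H2AFJ (0.18) rose, and of 11 histones, 1 rose, 3 fell and 7 did not pass the test in LSL against LB (1 higher and 3 lower when adjusted over the list alone, and 1 and 3 over all genes with the 2 sets of arrays as a block; 0 and 3 with hen pairs as a random block). In LB, 10 hens had a HIST1H46 value of at most 10.5, overlapping the LSL hens, which reached 10.5, and 20 of at least 11.4, so the latter carry its change. ACSL4 (adjusted p = 0.101) and H2AFJ (adjusted p = 0.123) did not pass with hen pairs as a random block; with the array set in the model as well, ACSL4 passed and H2AFJ did not (adjusted p = 0.0684). Near-identical histone genes can share probes, so their rows are uncertain. The row of HIST1H46 holds only 1 probe set. Camera gave an adjusted p of 0.558 with a preset correlation and an adjusted p = 0.967 with an estimated correlation for the histones. For the kinesin list the adjusted p was 0.721 with the preset correlation. The study reported terms of this kind from the same hens (Table S2), so these counts are not independent evidence.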

Relationships between these GO-terms are represented in Figure S3.

We compared the outcomes for the differentially expressed probe sets among the two layer lines of the present study with our previous microarray analysis for the same layer lines. A 2-fold or greater change in gene expression was identified on 151 probe sets in the previous experiment [14]. These 151 probe sets could be assigned to 79 different genes. 

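The 388 probe sets of Table S1 lie in 341 rows of the deposited values, and a row holding one has a median of 17 probe sets. Of the 386 probe sets in a tested row, 329 had a row whose mean difference between the lines had the direction of Table S1, 229 of them at an adjusted p under 0.05 from limma and 33 also at least 2-fold. Another 18 lay in a row that passed in the opposite direction. The share in a row that passed in the same direction was 59.3%, and of all tested rows 22.8% passed in either direction. Table S1 was picked from these hens, and each row holds the listed probe set. A shared direction is thus partly built in and is not independent evidence. Over the rows of the 386 probe sets the median log2 fold change, signed by Table S1, was 0.12. Its 95% bootstrap interval, from 0.11 to 0.14, resampled probe sets and not hens. Table S1 gives 319 distinct names, among them UniProt codes, and leaves 24 probe sets without one. 8 names, PTPN5 and HYOU1 among them, have probe sets in both directions.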

The 388 significant probe sets of the present experiment could be assigned to 264 different genes. A comparison of all genes (n = 14,338) assigned to the probe sets of both microarray experiments revealed that 66% of the genes were in common. A total of 2343 genes of the previous microarray experiment were not represented in the present experiment, whereas 2605 genes of the present experiment were missing in the previous experiment. Among the differentially expressed genes from both experiments (n = 334), there were 301/334 genes (90%) on both microarray platforms represented. We found nine genes to be differentially expressed between the two layer lines in both experiments (Table 2). Assuming the same rate of differentially expressed genes (9/301 = 0.03) for the genes not present on both microarray platforms, we assume that we may have missed 0.03×65 = 1.95 genes potentially significantly differentially expressed. The probability for observing nine differentially expressed genes in the two experiments was P<0.0001.

**Table 2:** List of genes that were significant differentially expressed between the two layer lines Lohmann Selected Leghorn (LSL) and Lohmann Brown (LB) in both microarray experiments.

Gene	Gene	Chr	Chromosome	Chromosome	Regulation	Number of	Fold
symbol			start index	stop index	in LSL versus LB	transcripts	change
*AKR7A2*	*Aldo-keto reductase family 7,*	21	4669151	4673134	Up	2	2.24
	*member A2 (aflatoxin aldehyde reductase)*						2.17
*C20ORF177*	*chromosome 20 open reading frame*	20	7219219	7222018	Up	1	7.39
*COMTD1*	*Catechol-O-methyltransferase domain containing 1*	6	14390582	14396766	Down	1	-2.53
*IGJ*	*Immunoglobulin J polypeptide, linker protein for immunoglobulin*	4	49429222	49434990	Up	3	2.23
	*alpha and mu polypeptides*						2.42
							2.88
*PTPN5*	*Protein tyrosine phosphatise, non-receptor type 5 (striatum-enriched)*	5	12065964	12145215	Up	4	2.09
							3.15
					Down		−2.01
							−3.29
*RNF207*	*Ring finger protein 207*	21	634031	638889	Down	1	−2.53
*RPL21*	*Ribosomal protein L21*	1	175570306	175577122	Up	1	2.46
*SYT1*	*Synaptotagmin 1*	1	39261286	39381655	Down	1	−2.14
*UPK1B*	*Uroplakin 1B*	1	80215467	80223594	Up	2	2.55
							2.83

Given are the gene symbols and names, their chromosomal positions in base pairs and the chromosomes (Chr), up- or downregulation in LSL versus LB layers, the number of transcripts per gene with their fold changes.

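UPK1B, a membrane protein of the urothelium, was at 7.68 ± 0.86 (SD, n = 30) in LSL and 6.16 ± 0.39 (SD, n = 30) in LB, a log2 fold change of 1.52 (standard error 0.17, adjusted p = 6.6e-11 from limma). RNF207, a ring finger protein, was lower in LSL, at 6.78 ± 0.11 (SD, n = 30) in LSL and 7.24 ± 0.13 (SD, n = 30) in LB, a log2 fold change of -0.46 (standard error 0.032, adjusted p = 2.6e-18 from limma). C20ORF177 rose by 0.31 on the log2 scale (standard error 0.044, adjusted p = 1.1e-07 from limma). RPL21, a ribosomal protein, rose by 0.25 (standard error 0.035, adjusted p = 8.2e-08), and PTPN5, a tyrosine phosphatase of the striatum, by 0.22 (standard error 0.036, adjusted p = 2.3e-06). SYT1, a calcium sensor of synaptic vesicles, had a log2 fold change of -0.084 (standard error 0.019, adjusted p = 5.8e-04). These are values of rows that hold 9 probe sets for UPK1B, 20 for RNF207, 7 for C20ORF177, 7 for RPL21 and 13 each for PTPN5 and SYT1. UPK1B lies on chromosome 1 of GRCg7b from 80833466 to 80845001 and RNF207 on chromosome 21 of GRCg7b from 625194 to 630417. Within the sets of 42 and 18 arrays the log2 fold change was 1.42 and 1.71 for UPK1B, -0.46 and -0.49 for RNF207, 0.25 and 0.41 for C20ORF177, and 0.17 and 0.33 for PTPN5. Among the 18 arrays neither SYT1 (-0.049, adjusted p = 0.519) nor RPL21 (0.17, adjusted p = 0.0696) passed, and SYT1 did not pass among hens from groups of 36 (-0.067, adjusted p = 0.182).

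**Figure D1:**
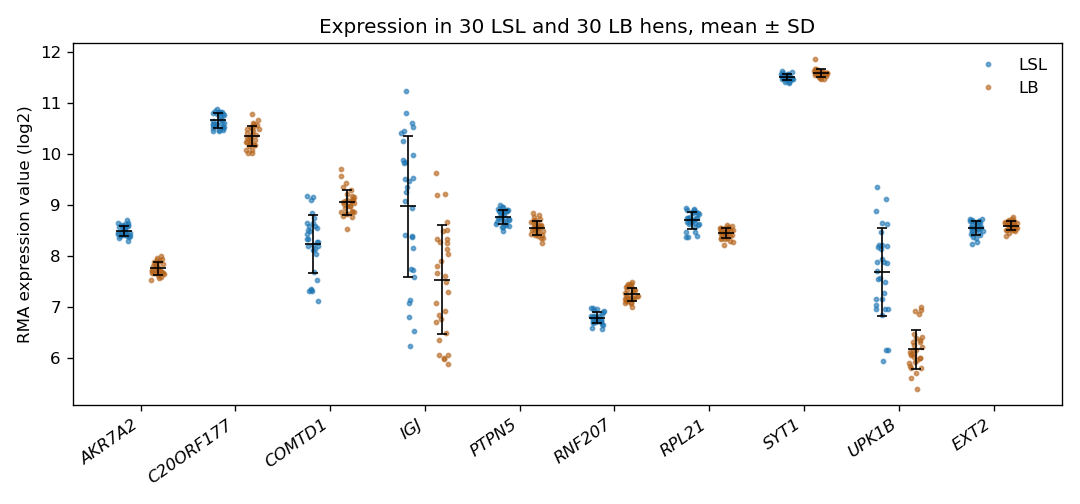
RMA expression values (log2) of the rows that hold the genes of Table 2 and EXT2, with 1 point per hen, 30 LSL and 30 LB, and bars for the mean and SD. The LSL and LB means lie furthest apart for UPK1B (7.68 and 6.16).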

## Discussion

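The layer lines separated completely on the second principal component of the 16317 tested rows, where the lowest LB hen lay at 0.073 and the highest LSL hen at -0.068 (permutation test, two-sided, p = 1e-05, the smallest that 100000 resamples can give). That component held 10.3% of the variance and layer line made up 93.8% of it. Of the components computed it is the one that follows layer line most, and it was tested alone. The test shuffled single hens, although several came from each compartment and a compartment held 1 line, so its p can be too small. The first component held 21.7%, of which layer line made up 2.46% and group size 1.49%. Over all tested rows, layer line made up 10.4% of the variance and group size 1.70%. A grouping with no effect also takes up a small share by chance. The shares of group size, and that of layer line on the first component, therefore do not show an effect.

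**Figure D2:**
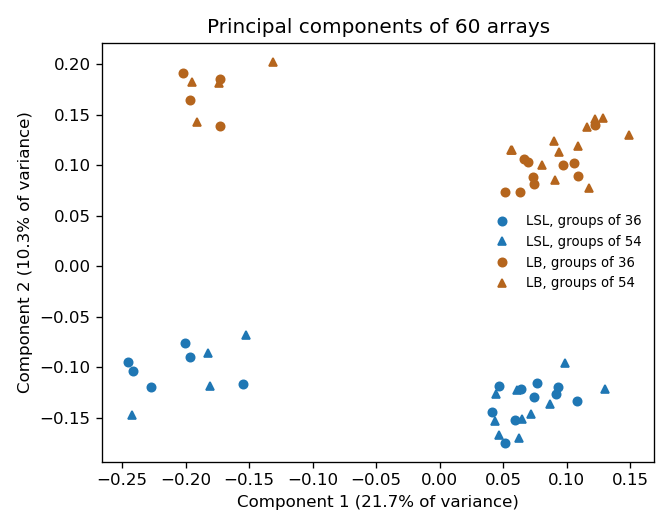
Scores of the 60 arrays on the first and second principal components, coloured by layer line and marked by group size. LSL hens lie at or below -0.068 and LB hens at or above 0.073 on the second component, and 18 arrays of both lines lie to the left of the rest on the first.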

The present study confirmed the layer lines as the most important factor influencing gene expression levels. 

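No row differed between hens from groups of 36 and of 54 at an adjusted p under 0.05 from limma. The 5 rows with the smallest p had no gene name, and the smallest adjusted p was 0.865. At an unadjusted p under 0.05 there were 888 of 16317 rows, and the methods' t-test also called 0 (898 unadjusted). In all 60 hens with layer line as a covariate the count was 0 as well (939 unadjusted). With layer line as a covariate, 0 rows passed within the set of 42 arrays (1071 unadjusted), and 2 rows without a gene name passed within the set of 18 (1053 unadjusted). No row showed a difference between the lines that depended on group size at that threshold in limma, with 802 rows at an unadjusted p under 0.05, RABL2B and GINS1 having the smallest p (adjusted p = 0.783 for both). Hens of a compartment also shared their group size, so the same limit holds here. Tier and the status of hens as stressed or unstressed, which the labels do not give, were not analysed here.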

While for the group size and tier of the housing system no significant differentially expressed genes could be found, we identified a great number of genes with different expression among the layer lines LSL and LB. Although the type of microarray chip was not identical in the two microarray experiments, we identified a total of nine genes to be significant differentially expressed in the same direction of regulation between the two layer lines in both experiments. Identification of these nine genes among the huge number of several ten thousands of probe sets indicates a crucial role of their gene products within processes that are different between the two layer lines.

The *aldo-keto reductase family 7*, *member A2* (*AKR7A2*) was one of these genes with higher expression in LSL in both experiments. 

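The row of AKR7A2, on chromosome 21 of GRCg7b from 4666514 to 4670505, was higher in LSL, at 8.49 ± 0.10 (SD, n = 30) in LSL and 7.75 ± 0.12 (SD, n = 30) in LB, a log2 fold change of 0.74 (standard error 0.03, adjusted p = 1.9e-29 from limma), with 0.80 within the set of 42 arrays and 0.61 within the set of 18. PRDX3 (0.60) and SOD2 (0.29), mitochondrial enzymes that remove peroxide and superoxide, and MGST1 (0.16) also rose, while MGST2 (-0.42) and ALDH6A1 (-0.36), an aldehyde dehydrogenase of valine breakdown, fell, as log2 fold changes with an adjusted p under 0.05. Of 38 measured genes of aldehyde detoxification and oxidative stress defence, 8 rose, 4 fell and 26 did not pass the test in LSL against LB (10 higher and 4 lower when adjusted over the list alone, and 11 and 4 over all genes with the 2 sets of arrays as a block; 6 and 2 with hen pairs as a random block). Camera gave an adjusted p of 0.558 with a preset correlation and an adjusted p = 0.967 with an estimated correlation. The list was drawn up around AKR7A2, which the study picked from these hens, so its direction is not independent evidence. From the finding of the genes of Table 2 in both experiments among a large number of probe sets, the paper reasons that their products have a crucial role in processes that differ between the lines.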

AKR7A2 is one of the aldo-keto reductase enzymes that are necessary for detoxication and reduction of endogenous and exogenous aldehydes in mammals [15], [16]. AKR7A2 plays a significant role in protecting the brain from oxidative stress, because of its protective function of cells against the cytotoxicity of products arised from lipid peroxidation and correspondingly DNA damage, as well as its contribution to lowering reactive oxygen species [16]. Furthermore, this succinic semialdehyde reductase is catalyzing the biosynthesis of the neuromodulator γ-hydroxybutyrate [15].

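COMTD1, on chromosome 6 of GRCg7b from 15602906 to 15609526, was lower in LSL, at 8.24 ± 0.57 (SD, n = 30) in LSL and 9.06 ± 0.25 (SD, n = 30) in LB, a log2 fold change of -0.82 (standard error 0.11, adjusted p = 2.7e-08 from limma). Within the set of 42 arrays the log2 fold change was -0.87, and within the set of 18 it was -0.76 and did not pass (adjusted p = 0.0558). QDPR (-0.35 over its rows, in 1 of which 7 LSL hens had values below the limit set for the mean of a row), which regenerates the cofactor of catecholamine synthesis, and DBH (-0.12), which makes noradrenaline, also fell, and MAOB (0.30), a monoamine oxidase, and DRD1 (0.16), a dopamine receptor, rose at an adjusted p under 0.05. Neither DBH (adjusted p = 0.0752) nor DRD1 (adjusted p = 0.0929) passed with hen pairs as a random block, and both passed with the array set in the model as well. Of 13 measured genes of catecholamine synthesis, breakdown and receptors, 2 rose, 3 fell and 8 did not pass the test in LSL against LB (3 higher and 3 lower when adjusted over the list alone, and 2 and 3 over all genes with the 2 sets of arrays as a block; 1 and 2 with hen pairs as a random block). Camera gave an adjusted p of 0.963 with a preset correlation and an adjusted p = 0.967 with an estimated correlation, and the median change of the list, 0.059, and its mean, -0.018, differ in sign. The list was drawn up around COMTD1, which the study picked from these hens, so its counts are not independent evidence.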

The expression of *catechol-O-methyltransferase domain containing 1* (*COMTD1*) was down-regulated in LSL in the first as well as in the second experiment. Its gene product the catechol-O-methyltransferase 1 is responsible for the O-methylation of catechol estrogens, physiologically important catecholamines and many other catechols [17]. A common genetic polymorphism in the orthologous human *COMT* gene is a functional G>A polymorphism, resulting in an amino acid substitution of valine to methionine at codon 158 [18]–[20]. In comparison to the valine variant, the methionine variant has a 3- to 4-fold lower enzymatic activity [19]–[21] and is also associated with individual thermolability of the enzyme [20]–[22]. A lower bone mineral density has been found in men being homozygous for the low-activity *COMT* allele [19]. The *COMT* genotype can be used as an independent predictor of areal bone mineral density in the total body and in all femur locations, but not in the spine [19]. An increase in sympathetic activity due to a decreased degradation of catecholamines in individuals has been associated with the low-activity *COMT* genotype [19]. This increased activity of the sympathetic nervous system has a catabolic effect on bone formation [23]. Therefore, these findings may explain the increased risk for osteoporotic fractures and for fragility fractures in human male carriers of the Met^158^ low-activity allele [18]. The low expression of the *COMTD1* gene in LSL in the current study may have resulted in low expression levels of the catechol-O-methyltransferase, and correspondingly a decrease in substrate conversion. Consequently, the LSL layers had a higher sympathetic activity, which might explain the significantly lower humerus and tibia bone breaking strengths measured in LSL compared to LB. Furthermore, the increase in sympathetic activity might be a reason for the significant differences of plumage condition between LSL and LB laying hens. The major reason for the observed damage of plumage up to bare regions, especially in LSL, could be found in feather pecking. This term describes a behaviour that involves hens destroying the plumage of their flock mates, in some cases even pulling out feathers and eating them [24]. Significantly higher plasma noradrenaline levels and a faster heart rate during manual restraint, both indicative for a high sympathetic reactivity, in high feather peckers have been reported for a White Leghorn line compared to low feather peckers of the same layer line [25], [26].

The up-regulation of *EXT2* in LSL may also be contributed to their lower bone breaking strengths. 

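The row of EXT2, on chromosome 5 of GRCg7b from 21262211 to 21335770, holds 12 probe sets and did not differ detectably between the lines. Table S1 holds 1 of these probe sets, whose own value was not analysed here, so the row does not test it. Its value was 8.55 ± 0.13 (SD, n = 30) in LSL and 8.60 ± 0.087 (SD, n = 30) in LB, a log2 fold change of -0.046 (standard error 0.03, adjusted p = 0.303 from limma), with -0.014 within the set of 42 arrays and -0.089 within the set of 18. Of 29 measured genes of heparan sulfate synthesis, 3 rose, 2 fell and 24 did not pass the test in LSL against LB (2 higher and 2 lower when adjusted over the list alone, and 4 and 3 over all genes with the 2 sets of arrays as a block; 2 and 2 with hen pairs as a random block). B4GALT7 (0.17) and HS3ST3A1 (0.16 by the median over its rows, 0.012 with an adjusted p = 0.916 by its brightest row) were higher and GPC5 (-0.44), a glypican core protein, and B3GALT6 (-0.24) lower. Of 20 genes of bone formation and resorption, CYP24A1 (0.53), which breaks down vitamin D, KL (0.32) and SOST (0.13) rose. BMP4 (-0.34) fell and 16 did not pass an adjusted p under 0.05 (3 higher and 1 lower when adjusted over the list alone). These values are of the cerebrum and do not measure expression in bone. KL is also a member of the list of choroid plexus, ependyma and meninges markers. SOST did not pass with hen pairs as a random block (adjusted p = 0.0536) and passed with the array set in the model as well. The heparan sulfate list was drawn up around EXT2, which the study picked from these hens, so its counts are not independent evidence. For heparan sulfate synthesis camera gave an adjusted p of 0.801 with a preset correlation and an adjusted p = 0.967 with an estimated correlation.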

*EXT2* encodes for exostosin 2, an enzyme that synthesizes heparan sulfate proteoglycans [27]. In human, a genetic mutation in exostosin 2 is associated with skeletal syndromes or predispositions to certain skeletal diseases [28].

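IGJ, on chromosome 4 of GRCg7b from 49518277 to 49524056, was higher in LSL, at 8.97 ± 1.39 (SD, n = 30) in LSL and 7.53 ± 1.07 (SD, n = 30) in LB, a log2 fold change of 1.44 (standard error 0.31, adjusted p = 2.5e-04 from limma), with 1.26 within the set of 42 arrays and 1.84 within the set of 18. Its spread between hens was wide in both lines, and 24 of 30 LSL hens lay above the median of the LB hens. Of 9 measured genes of B cells and immunoglobulin, 1 rose, 0 fell and 8 did not pass the test in LSL against LB (1 higher and 0 lower when adjusted over the list alone, and 2 and 0 over all genes with the 2 sets of arrays as a block; 1 and 0 with hen pairs as a random block), and IGJ was the member that rose. The other 8 members, such as CD38 (0.13), BTK (0.049) and TNFSF13B (-0.14), none of which passed, had a mean difference of 0.011 (95% interval -0.032 to 0.054). Camera gave an adjusted p of 0.764 with a preset correlation and an adjusted p = 0.967 with an estimated correlation. The list was drawn up around IGJ, which the study picked from these hens, so it is not independent evidence.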

Another gene with different expression between the two layer lines in both studies was *IGJ*, encoding the immunoglobulin J polypeptide, linker protein for immunoglobulin alpha and mu polypeptides. Beside the monomer IGM, IGJ is one of the components that mediate the B-cell-specific expression of IGM antibodies [29], and therefore plays an important role in the immune response. In LB, lower expression could be found for one transcript variant of IGJ in the first and even three transcript variants in the second experiment. In agreement with previous results, we attribute this down-regulation of immune system components to the elevated stress levels seen in LB [14]. Layers of the LB line showed almost 3-fold higher heterophil to lymphocyte (H/L) ratios than LSL hens. The measurement of the H/L-ratio is a common method to detect mild to moderate avian stress [30], which causes a heterophilia and a corresponding raised H/L-ratio [31]. Following a scale suggested by Gross and Siegel [32], LB layers of the present study have been exposed to long-term and high levels of stress, while LSL hens showed mean H/L-ratios of 0.29, indicative for low levels of stress. It is well known that the influence of stress causes a down-regulation of immune responsiveness [33]–[38]. 

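Among genes of innate immunity and the interferon response, IFIT5 (-0.64), MX1 (-0.40), both induced by interferon, NFKB1 (-0.37) and TLR4 (-0.27) were lower in LSL than in LB as log2 fold changes at an adjusted p under 0.05 from limma, and TLR21 (0.13) was higher. Of 21 measured members, 1 rose, 4 fell and 16 did not pass the test in LSL against LB (1 higher and 6 lower when adjusted over the list alone, and 1 and 6 over all genes with the 2 sets of arrays as a block; 0 and 4 with hen pairs as a random block). Of 19 genes of the corticosteroid stress axis, the mineralocorticoid receptor NR3C2 (0.25), the glucocorticoid receptor NR3C1 (0.20) and CRHR2 (0.13) rose in LSL, none fell and 16 did not pass (3 higher when adjusted over the list alone). In the list of T cells and MHC, CD28 rose (0.31), DMB2 fell (-0.14) and 14 of 16 did not pass (1 higher and 1 lower when adjusted over the list alone). CLU (-0.25), C6 (-0.83) and C8B (-0.12) of the complement and acute phase list fell, of 9 measured (3 lower when adjusted over the list alone). The LSL mean of C6 (5.09) lies close to the limit of 5.08 set for the mean of a row, so the size of its change is uncertain. With hen pairs as a random block, TLR21 (adjusted p = 0.124) and C8B (adjusted p = 0.0725) did not pass; with the array set in the model as well, C8B passed and TLR21 did not (adjusted p = 0.057). The paper chose stressed and unstressed hens by behaviour, plumage and skin lesions, and the labels do not give that status, so these lists were not adjusted for it. Median and mean change differ in sign for the stress axis (-0.006 and 0.0058), T cells (-0.021 and 0.00031) and complement (0.005 and -0.14). For innate immunity camera gave an adjusted p of 0.558 with a preset correlation and an adjusted p = 0.967 with an estimated correlation.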

The high stress levels measured for LB may therefore have suppressed the gene expression of *IGJ*.

In conclusion, the results of the two microarray studies in layer lines have shown *COMTD1*, *AKR7A2* and *IGJ* as strong candidates causing phenotypic differences in bone breaking strength, stress levels and immune responsiveness among layer lines. These findings have large implications for improving animal welfare and demonstrate the chicken as a useful animal model for explaining these metabolic processes.

## Material and Methods

### Ethics statement

All animal work has been conducted according to the national and international guidelines for animal welfare. The Lower Saxony state veterinary office, Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit, Oldenburg, Germany, was the responsible Institutional Animal Care and Use Committee (IACUC) for this specific study. Exsanguination of laying hens at the University of Veterinary Medicine Hannover was under the supervision of the Lower Saxony state veterinary office, Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit, Oldenburg, Germany. The experiments for the present study have been approved by the Lower Saxony state veterinary office, Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit, Oldenburg, as a notifiable experiment with the registration number 33.9-42502-05-11A154.

### Layer lines and housing system

The investigated flock of laying hens was kept in the small group housing system Eurovent German provided by Big Dutchman (Vechta, Germany). The housing system was installed at the farm for education and research of the University of Veterinary Medicine Hannover (Foundation) in Ruthe. Investigations have been carried out on the duration of one laying period, starting in October 27, 2010 and ending in October, 14, 2011. The housing system comprised three tiers with ten compartments each. The two commercial layer lines, Lohmann Selected Leghorn (LSL) and Lohmann Brown (LB) were kept in group sizes of 36 and 54 hens per compartment. Each tier consisted of five successive compartments of LSL and another five of LB, which were arranged in alternate order. The layer lines were equally distributed among the two group sizes, but not mixed within a single compartment. All compartments had an equal height and depth of 60 cm and 135 cm, respectively. According to the different group sizes, the compartments were 240 and 362 cm wide, respectively. Hence, the available floor space per hen was 890 cm^2^. The total flock size was 1350 laying hens, with 684 LB and 666 LSL hens. After a rearing period of 18 weeks in cages the birds were moved to the small group housing system. The equipment of each compartment comprised dust baths, nest boxes with flexible curtains, claw abrasion devices, perches and a manure belt ventilator. Per compartment, two white plastic and another two metal perches, as well as the central tube for the automatic distribution of dust bathing substrate cold be used for perching by the hens. The four perches were installed in a stepped position at two different heights of 9 cm and 28 cm. The perch length per hen was 15 cm. The distribution of the layer lines and group sizes within the housing system and the structure of a single compartment in cross section and top view are shown in Figure S4. The lighting period was gradually stepped up until reaching 14 hours of light at the fifth week of the laying period. Both layer lines had an approximately equal egg production per hen housed (78%), with an average egg mass per hen housed of around 19 kg. Even the egg production (83%) and egg mass (21 kg) per average hen were similar in LSL and LB. With 3.91%, dirty eggs were more common in LSL hens than in LB (2.56%). In LSL, as well as in LB almost 4% of the eggs were cracked. While the overall mortality was approximately 4% for LB, almost 6% of the LSL laying hens died or had to be culled during the laying period.

### Management and feeding

All hens had identical feeding and management conditions throughout the whole laying period. A three-phase feeding program was provided to cover the amounts needed of calcium, phosphor and energy. Feed and water were provided ad libitum. A standard vaccination program for laying hens was applied during the rearing and laying period.

### Phenotypic traits

A total of 480 eggs each were randomly sampled in the 3^rd^, 9^th^ and 12^th^ laying month and recorded for the following internal and external egg quality traits including egg weight, eggshell breaking strength, albumen height, Haugh units, yolk weight, eggshell thickness and eggshell weight.

In the 2^nd^, 8^th^ and 13^th^ laying month the plumage condition of 480 laying hens each was scored using an evaluation scheme comprising four scores. A massive damage of the plumage and bare regions was assessed with Score 1. Score 2 was given when an explicit damage of feathers and/or bare areas could be observed. Completely or nearly complete feathered birds, with only a few damaged feathers were scored with 3 and score 4 was given for a very good plumage condition with nearly no damaged feathers. The six body regions neck, breast, belly, back, wings and tail were scored separately and added to a total plumage score. Furthermore, all hens were weighed using a digital table scale.

Approximately 0.5 ml of blood was drawn from a wing vein of 360 hens out of the 480 birds investigated in the 13^th^ laying month. Blood samples were used for preparing two methanol-fixed and one native blood smear within 30 minutes after sampling. After staining according to a modified Wright-Giemsa protocol, at least 400 leucocytes, including heterophils, lymphocytes, monocytes, basophils and eosinophils were counted on one slide per hen. The H/L-ratios were calculated by dividing the relative numbers of heterophils by the relative numbers of lymphocytes.

The 360 laying hens were subsequently transported to the Clinic for Poultry of the University of Veterinary Medicine Hannover (Foundation), where they were sacrificed by exsanguination after stunning them by rabbit punch. For further analyses of bone breaking strengths alternately the intact right or left *humeri* and *tibiae* were dissected and removed from the tissue surrounding the bones. Initially all bones were frozen at −20°C and examined after thawing within the next four weeks. After determination of the bone lengths and weights (in cm and g, respectively), the bone breaking strengths were measured in Newton (N) using a three-point-bending machine (Zwick/Z2.5/TNIS, Zwick-Roell, Ulm, Germany), which was controlled and calibrated by the technical service of Zwick-Roell in regular intervals. The punching tool exerts a constant, perpendicular force on the midshaft of the bone until its fracture.

### Statistical analysis of the phenotypic traits

Statistical analyses were performed using SAS, version 9.3 (Statistical Analysis System Institute Inc., Cary, North Carolina, USA). Egg quality traits, plumage condition, blood parameters and bone traits were analysed employing the procedure MIXED. Analysis of variance was applied after normal distribution of the logarithmically transformed white blood cell numbers and H/L-ratios, as well as the residuals of bone traits were confirmed using the Shapiro-Wilk and Kolmogorov-Smirnov tests of the UNIVARIATE procedure of SAS. The group size, tier, layer line and the interactions between layer line and group size, layer line and tier were regarded as fixed effects in the statistical model for the blood parameters and bone traits. The statistical model for the egg quality traits and the plumage condition additionally comprised the laying month as a fixed effect, as well as its interaction with the layer line. The individual compartments within layer line and trial were treated as randomly distributed effects. F-tests were conducted to examine whether an effect in the statistical model was significant or not, with a level of significance of P<0.05. A normal distribution was given for the residuals of all traits examined.

Statistical model for the blood parameters and bone traits:

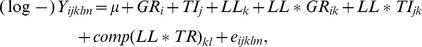
where Y_ijklm_ = white blood cell numbers, H/L-ratios and bone traits, μ = model constant, GR_i_ = fixed effect of group size (i = 1 to 2), TI_j_ = fixed effect of tier (j = 1 to 3), LL_k_ = fixed effect of layer line (k = 1 to 2), LL*GR_ik_ = fixed effect of interaction between layer line and group size, LL*TI_jk_ = fixed effect of interaction between layer line and tier, comp(LL*TR)_kl_ = randomly distributed effect of compartment within layer line (LL) and trial (TR), e_ijklm_ = random error variation.

Statistical model for the egg quality traits and the plumage condition:

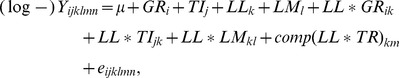
where LM_l_ = fixed effect of laying month, LL*LM_kl_ = fixed effect of interaction between layer line and laying month.

### Sampling and RNA isolation

When choosing hens for microarray analysis we selected between stressed and unstressed birds based on their behaviour during handling, their plumage condition and the number of skin lesions. In consideration of the group sizes, the tiers and the layer lines two to three hens per compartment were chosen for sampling, giving a total of 70 layers. After the hens were stunned and sacrificed by exsanguination, samples of four different regions of the cerebrum were taken from each hen at necropsy; one from the anterior left, one from the anterior right and another two from the posterior left and right side, respectively. All samples were extracted without meninges and immediately stored in 1.5 ml RNAlater stabilization solution (Qiagen, Hilden, Germany). As substitute sample of the remained cerebrum was stuck into cryogenic tubes and snap frozen in liquid nitrogen. The time from slaughtering to storing the samples was less then 15 minutes. RNAlater-samples were kept at +4°C for 24 hours and afterwards stored with the supplementary samples at −80°C. After thawing, approximately 50 mg tissue per sample were removed from RNAlater and transferred into microcentrifuge tubes (2 ml) containing 1 ml of QIAzol Lysis Reagent (Qiagen). Samples were disrupted and homogenized using 5 mm stainless steel beads (Qiagen) on a Tissue Lyser (Qiagen). The extraction of total RNA from the tissues was performed using the RNeasy Lipid Tissue Mini Kit (Qiagen) as described by the manufacturer, including the additional step of DNA-digestion. The total RNA concentration was measured using a NanoDrop 1000 spectralphotometer (Peqlab Biotechnologie, Erlangen, Germany).

### Synthesis of cDNA and microarray hybridization

Microarray analyses of 60 samples from the posterior left and right site of the cerebrum were performed by Helmholtz Centre for Infection Research (HZI), Braunschweig, Germany. In a first step quality and integrity of total RNA was assessed using the Agilent Technologies 2100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany). Target preparation for RNA microarray processing was carried out according to the Ambion WT Expression Kit. A total of 500 ng RNA were used for biotin labelling according the Ambion WT Expression Kit (Ambion, Austin, TX). 5.5 µg of fragmented biotinylated cRNA were placed in a hybridization cocktail containing four biotinylated hybridization controls (BioB, BioC, BioD and Cre) as recommended by the manufacturer. Samples were hybridized to an identical lot of Affymetrix ChiGene-1_0-st Arrays (Affymetrix) for 17 hours at +45°C. After hybridization the microarrays were washed and stained with Streptavidin Phycoerythrin on the Fluidics Station 450 using the FS450-0002 protocol (Affymetrix). Finally, microarrays were scanned by the Affymetrix GCS3000 Scanner (Affymetrix) and the scanned images were analyzed with GCOS1.2 Software Suite (Affymetrix).

### Analysis of microarray data

Each Affymetrix microarray contained 20,399 probe sets. The GeneSpring GX 11 Software (Agilent Technologies, Santa Clara, California, USA) was used for statistatical analysis. Raw microarray data were normalized using the Robust Multi-array Average method (RMA). After background correction data were transformed and quantile global normalized at probe level to the median using a non-linear algorithm. To sort out all the unexpressed genes, raw data were filtered according to expression levels by cut off the 20^th^ percentile. Analyses for the effects layer line, group size and tier were performed using an unpaired T-test with multiple testing of Benjamini and Hochberg. The accepted level of significance was P<0.05. Genes with a 2-fold change or greater in gene expression were considered differentially expressed. We used the Gene Ontology (GO) Enrichment Analysis Toolkit (GOEAST, http://omicslab.genetics.ac.cn/GOEAST) to identify significantly enriched GO-terms among the lists of differentially expressed genes. The hypergeometric test method with Benjamini and Hochberg as multi-test adjustment method and FDR<0.1 as significance level of enrichment were selected for analyses. A GO-term was considered significantly enriched, if it could be assigned to at least two or more genes. The GO comprises three categories, named biological process, molecular function and cellular component. Within each of these categories the specific terms are considered children of more broad terms (child-parent relationships) [39]. For the current study the analyses only were made for terms belonging to the biological process of gene ontology. All significantly expressed probe sets were cross-checked against the data of the National Center for Biotechnology Information (National Center for Biotechnology Information (NCBI), http://www.ncbi.nlm.nih.gov/) and the chicken genome assembly (AmiGo, http://amigo.geneontology.org/cgi-bin/amigo/go.cgi).

### NCBI GEO submission

The normalized data from the present microarray gene expression experiment has been submitted to NCBI's Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and can be queried via GEO series accession number GSE55570 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE55570). The previous data set can be read via the GEO accession number GSE40802.

## Supporting Information

Figure S1 **Heat map of differentially expressed probe sets among the two layer lines.** Heat map of the probe sets with absolute fold changes of 2-fold or greater detected in the comparison between the layer lines Lohmann Brown (LB) and Lohmann Selected Leghorn (LSL). The range of relative expression levels from lowest to highest is represented by the blue and red dyeing, respectively.
(JPG)

Figure S2 **Tree graph of the enriched Gene ontology (GO) terms of the biological process category among the list of probe sets with higher expression in LSL (GOEAST,** http://omicslab.genetics.ac.cn/GOEAST). The tree graph displays the hirachial relationships of biological processes identified to be enriched among the list of probe sets with given gene symbol that were significantly up-regulated in the layer line LSL. Significantly enriched GO terms are marked yellow. GO terms without significance are either shown as white boxes or drawn as points. Relationship between two enriched GO terms are marked with red edges, black solid edges stand for relationship between enriched and unenriched terms, black dashed edges stand for relationship between two unenriched GO terms. Each box represents a GO term, labeled by its GOID, the term definition, the P-value and detail informations.
(PDF)

Figure S3 **Tree graph of the enriched Gene ontology (GO) terms of the biological process category among the list of down-regulated probe sets in LSL (GOEAST,** http://omicslab.genetics.ac.cn/GOEAST). The tree graph displays the hirachial relationships of biological processes identified to be enriched among the list of probe sets with given gene symbol that were significantly up-regulated in the layer line LSL. Significantly enriched GO terms are marked yellow. GO terms without significance are either shown as white boxes or drawn as points. Relationship between two enriched GO terms are marked with red edges, black solid edges stand for relationship between enriched and unenriched terms, black dashed edges stand for relationship between two unenriched GO terms. Each box represents a GO term, labeled by its GO-ID, the term definition, the P-value and detail informations.
(PDF)

Figure S4 **Arrangement and dimensions of the compartments of the small group housing system.** **A** Cross section drawing of a single compartment. **B** Individual compartment for group sizes of 54 laying hens in a top view drawing. **C** Arrangement drawing of the tiers (A: first tier; B: second tier; C: third tier), layer lines (LB: Lohmann Brown; LSL: Lohmann Selected Leghorn) and group sizes (36 and 54 hens) of the small group housing system Eurovent German.
(TIF)

Table S1 **Differentially expressed probe sets between the Lohmann Selected Leghorn (LSL) and Lohmann Brown (LB) laying hens.**
(XLS)

Table S2 Enriched biological processes of probe sets with different expression in comparison between LSL and LB.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

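Gene expression was measured in the cerebrum of 60 hens, 30 LSL and 30 LB, with 1 array per hen. The authors processed the scans by RMA with quantile normalization and deposited log2 values, in a table of 20399 rows and in a second table with 20396 rows. Over the shared rows the 2 tables held the same values (largest difference 0). All columns were matched to a hen through the hen number. The array's scanner files were not used here, and the values of single probe sets were not analysed here. What the paper calls 20399 probe sets are these rows, each listing 1 or more probe set numbers, while Table S1 lists single numbers out of them. That a row summarises a gene, a transcript or a part of one was read from the identifiers.

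Gene names came from the platform annotation, matched through the first probe set of a row, then from Table S1 where a row had no annotated name, and older symbols were updated with the gene table of the GRCg7b assembly. The 8639 unnamed and 81 many-named rows stayed in the tests. The coordinates of Table S1 stand 1 line too high: moved down by 1 line, 34 of 35 neighbouring probe sets of 1 gene lay within 200 kb, against 9 as printed. They were used only for the length of a probe set.

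The layer lines, the group sizes and their interaction were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over 16317 rows and a threshold of 0.05, and a change of at least 2-fold was a point estimate. As in the paper's methods, each effect was tested on its own. The paper filtered raw data at the 20th percentile and its text gives no rule on how arrays were combined. Here rows whose mean of the RMA values lay below the 20th percentile (a log2 value of 5.08) were left out, and a limit met in at least 1 array, which tests 18069 rows, was an alternative. Control rows were left out where a name marks them, which Table S1 does for 2. A further 841 tested rows have identifiers of the form seen in those controls. An earlier form of the analysis left them out, after both counts had been seen. They were put back because the design fixed before the data were examined leaves out named controls alone, and leaving them out is reported as an added alternative. Gene values for lists were the median over the tested rows of a gene. Each of 29 lists was tested with camera at a preset correlation of 0.01 and with an estimated correlation, with fry, and with Fisher's exact test among genes of rows changed at least 2-fold, and later also among genes with a probe set in Table S1. Single values were compared by two-sided permutation tests with 100000 resamples.

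Named genes were fixed by rule before the data were examined: the genes of Table 2 and of the discussion; the 15 genes higher and 15 lower with the largest change among rows past the threshold with 1 name; in each list described, up to 4 members in each direction with the smallest adjusted p; and for group size and the interaction the 5 rows with the smallest p. The values of Table 2 had been seen when the rule was written.

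Designs, lists and alternatives were fixed before the data were examined, apart from those marked as added. The arrays fell into sets of 18 and 42 on the first principal component after the group means were removed. This split was found from the values. An early comparison of the sets with each other was set aside for that reason and is not reported, and the split entered only as a block or a subset in comparisons of line and group size. A p with this block is optimistic, since the block was chosen to take up spread. Hen numbers are unique to a hen. A hen pair, here an odd hen number and the next even one, shares line and group size and may share a compartment, which the labels do not state; other consecutive numbers need not. Both hens of every pair fall into the same set of arrays. The consensus correlation of the pairs was 0.313, and 0.142 with the sets in the model. As the sets were found from the values and hold whole pairs, this fall cannot tell them from a shared compartment. The correlation is thus no measure of a shared compartment. The pairs were tried as a random block, alone and with the sets in the model.

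The fits were tested on simulated data with the means and spread of the real rows and 200 changed rows. For layer line, limma recovered 41 of 50 rows changed 1.2-fold, 48 of 50 changed 1.5-fold and 50 of 50 changed 2-fold, with 10 false calls over 16318 rows. For group size it recovered 41, 49 and 50 of 50, with 7 false calls. The simulation holds no array sets and no shared compartments. The enrichment of Gene Ontology terms, the tier of the housing system, the status of hens as stressed or unstressed and the earlier array experiment were not analysed here. A result that needs an item withheld for evaluation was left out.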

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

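The tests of the layer line and group size of the array sets and of the order of hen numbers, the splits that kept hen pairs together, the medians of the lines and the reading of single haemoglobins were chosen only after the result was seen; the others were written down first.

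6 named rows changed at least 2-fold between the lines although none of their probe sets is in Table S1 and the paper does not discuss them. TERT had a log2 fold change of 1.10 in LSL against LB, QDPR of -1.46, SPARCL1 of -1.35, a row of NUDT7 of -1.12, LYG2 of -1.10 and RNF213 of -1.10. The row of SPARCL1 holds only 1 probe set, those of QDPR and NUDT7 2 each, RNF213 4, LYG2 7 and TERT 37. The LB mean of TERT and the LSL mean of SPARCL1 lie below the limit set for the mean of a row, so the sizes of these changes are uncertain. In QDPR, 7 LSL hens lie below that limit, which adds to its change, and the medians of the lines differ by -0.93, less than 2-fold; those of RNF213 differ by -0.99. The row of QDPR did not pass among hens from groups of 54 (-1.06, adjusted p = 0.0534 from limma). By the median over its tested rows, QDPR had a log2 fold change of only -0.35.

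Most probe sets of Table S1 lie in rows that changed less than 2-fold, with a median log2 fold change, signed by Table S1, of 0.12. The measure was the signed log2 change of the row multiplied by its number of probe sets. Sequence differences between the lines under single probes would lower it for probe sets of 1 probe length. The difference given is of this product, and its interval and p come from resampling probe sets, not hens. Their difference from longer ones had the opposite sign and did not pass the test, and a lower value lies within its interval, so this stays open (1 probe length minus longer 0.782, 95% interval -0.451 to 2.13, permutation p = 0.163). Alternative exon use was not tested.

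The arrays fell into sets of 18 and 42. The first component computed without removing group means separates the same arrays, and layer line made up 2.46% and group size 1.49% of it, which argues against either as its source. The smaller set falls into 2 runs of consecutive hen numbers, where random sets had at least 5 (permutation p = 1e-05, the smallest that 100000 resamples can give). The random sets drew single hens, while both hens of every pair lie in the same set, so this p can be too small. A step that followed the order of hen numbers is a candidate explanation. Whether that order follows processing or housing the labels do not state, so the runs cannot tell these apart. No label names such a step, and no biological explanation was tested.

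The rise of IGJ in LSL could come from more blood in the LSL samples, from more cells of the B lineage, or from expression within cells. The 7 red blood cell genes had a mean log2 difference of 0.015 (95% interval -0.06 to 0.091), with HBA1 at 8.91 in LSL and 8.90 in LB, which argues against a rise in blood of the size of the rise of IGJ. Of these genes 5 lie below the median level of all rows, so this rests on the haemoglobins above it, HBA1 and HBAD (a log2 fold change of 0.014, standard error 0.094, and of -0.047, standard error 0.10). The other 8 B cell genes had a mean difference of 0.011. The bound written beforehand would have excluded cells of the B lineage on this value. It was set aside after the result was seen, and a condition that the abundant transcripts of the cells be measured was added, which the red blood cell genes met. The bound was wrong because 0 immunoglobulin heavy or light chains are among the measured members, so antibody-secreting cells and expression within other cells cannot be told apart.

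Of 100 splits of the hens into 30 and 30, the real one included, 1 gave as many rows as layer line (3714 against at most 1 in another split), and 1 gave as many at least 2-fold (35 against 0). These splits moved single hens. In 100 splits that kept hen pairs (an odd number and the next even one) together, the highest other counts were 948 and 2. With only the real one of 100 splits reaching each count in either form, chance is an unlikely source of both. So few splits cannot exclude it, and the labels do not state that a pair shares a compartment. The split with 948 rows held 4 arrays of the set of 18 on 1 side and 14 on the other, with 16 LSL and 14 LB hens on the first, which points to the structure of the arrays. For group size and for the interaction, with 0 rows each, all 100 splits reach the count whatever the data, so they say nothing about chance. The highest other split for group size called 334 rows and held 14 arrays of the set of 18 on 1 side and 4 on the other, which again points to that structure; for the interaction the highest was 2.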

How the results depend on the processing

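The block and subset by array set, and the exclusion of rows by the form of their identifier, were chosen after seeing the data. The count of rows that differed between the lines, 3714, stayed within 1.5 times under every alternative except 3 that hold fewer hens: 1756 in groups of 36, 1824 in groups of 54 and 1184 in the set of 18 arrays. With hen pairs as a random block it was 2775. Without rows of the controls' form it was 3531, 29 of them at least 2-fold. That fit also set the 20th percentile anew and tested 14625 rows. Of the 35 rows changed at least 2-fold in the main fit, only 2 are of the controls' form. The count of rows changed at least 2-fold, 35, fell to 16 with only rows above the 50th percentile, which tests fewer rows, and was 37 with limma's treat against 1.5-fold. Group size gave 0 rows under every alternative except within the set of 18 arrays, with 2, both of the controls' form; the cause was not tested. The interaction gave 0 rows in all fits, with 343 to 1220 rows at an unadjusted p under 0.05 in limma. No list passed camera except that of heat shock and chaperones, 1 of 29, with the array set as a block, and it did not pass with an estimated correlation (adjusted p = 0.985); the cause was not tested. Of single genes, USP49 turned from -0.11 to 0.012 with the brightest row in place of the median (adjusted p = 0.9; the cause was not tested), and RPL9, HS3ST3A1, ASPA, SYT1, QDPR, COMTD1 and RPL21 no longer passed under 1 or 2 of the alternatives tried for them. Members of lists were tried only with the brightest row, with no filter, with the array set as a block and, added after seeing the data, with hen pairs as a random block, where 32 of 118 no longer passed. That block leaves the estimate as it is and changes only its error. With the array set in the model as well, 4 no longer passed, and 4205 rows did for layer line. No paired analysis was possible because hen numbers are unique and no number is shared between groups. The deposited values carry no background measure, so signal over background could not be judged.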

Differences from the paper's values

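The paper's folds are of single probe sets and those given here are of rows that combine several, so the measures are not the same; the threshold of 2-fold and an adjusted p under 0.05 is the paper's. The paper's 14,103 probe sets compare with 3714 rows at that p, and none of the alternatives set before the data were examined came within 1.5 times of the paper's number, with 1756 to 4245 rows. The paper reports 388 probe sets changed at least 2-fold, where 35 rows did; the paper's 214 lower in LSL compare with 23 and its 174 higher with 12. None of the alternatives set before the data were examined, the methods' t-test and no filter among them, came within 1.5 times of these. The 388 and the 35 count unlike units: the rows list 165969 probe set numbers in all, and 16317 rows were tested. Their distance therefore does not by itself show a disagreement.

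For AKR7A2 the paper's folds are 2.24 and 2.17 and the row gave 1.67. For C20ORF177 the paper's fold is 7.39 and the row gave 1.24. For COMTD1 the paper's fold is -2.53 and the row gave -1.76. For PTPN5 the paper's folds are 2.09 and 3.15 and, in the other direction, -2.01 and -3.29, and the row gave 1.17. For RNF207 the paper's fold is -2.53 against -1.38, for RPL21 the paper's fold is 2.46 against 1.19 and for SYT1 the paper's fold is -2.14 against -1.06. For these genes, none of the alternatives set before the data were examined gave a log2 value within the SD between hens, pooled over the lines, of the paper's. For COMTD1 the gap on the log2 scale, 0.52, is over that SD (0.44) but under the SD of the LSL hens alone (0.57). For IGJ the paper's folds are 2.23, 2.42 and 2.88 and the row gave 2.72. For UPK1B they are 2.55 and 2.83 and the row gave 2.87. Both rows lay within the SD pooled over the lines, which is wide here (1.24 and 0.67 on the log2 scale). Lying within it therefore says little about a match. The gaps on the log2 scale were at most 0.29 for IGJ and 0.17 for UPK1B. All the rows of Table 2 went in the paper's direction, where it gives a single one. The paper picked these genes partly from the same hens, and the rows hold their probe sets, so this is not independent evidence.

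The paper names EXT2 as higher in LSL; its row had a log2 fold change of -0.046 (adjusted p = 0.303 from limma), and no alternative called it.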

Other observations

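Of 27 measured heat shock proteins and endoplasmic reticulum chaperones, 7 were higher in LSL and none lower at an adjusted p under 0.05 from limma (7 higher when adjusted over the list alone, and 7 with hen pairs as a random block). CRELD2 had a log2 fold change of 0.49, HSF1, the transcription factor of the heat shock response, of 0.23, PDIA4, a disulfide isomerase, of 0.21 and DNAJB9 of 0.19. The list did not pass camera (adjusted p = 0.0984 with a preset correlation and adjusted p = 0.967 with an estimated correlation). In serotonin, 2 of 11 were higher and 2 lower (1 and 0 with hen pairs as a random block). In neuronal markers, 1 of 16 were higher and 4 lower (1 and 3 with hen pairs as a random block). In astrocyte markers, 0 of 6 were higher and 0 lower (0 and 0 with hen pairs as a random block). In oligodendrocyte and myelin markers, 2 of 8 were higher and 1 lower (1 and 0 with hen pairs as a random block). In microglia and macrophage markers, 1 of 11 were higher and 1 lower (0 and 1 with hen pairs as a random block). In endothelial and mural cell markers, 2 of 14 were higher and 1 lower (1 and 1 with hen pairs as a random block). In red blood cell markers, 0 of 7 were higher and 0 lower (0 and 0 with hen pairs as a random block). In choroid plexus, ependyma and meninges markers, 1 of 13 were higher and 0 lower (1 and 0 with hen pairs as a random block). In immediate early genes, 0 of 14 were higher and 2 lower (0 and 0 with hen pairs as a random block). In mitochondrially expressed respiratory chain, nuclear genes, 5 of 41 were higher and 4 lower (3 and 1 with hen pairs as a random block). In cytosolic ribosomal proteins, 5 of 49 were higher and 6 lower (2 and 3 with hen pairs as a random block). In cholesterol synthesis, 0 of 12 were higher and 2 lower (0 and 1 with hen pairs as a random block). In proteasome subunits, 5 of 29 were higher and 4 lower (4 and 2 with hen pairs as a random block). None of these lists passed camera, and of all 7336 genes with a value 1817 passed an adjusted p under 0.05 from limma.

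The test fry, which asks whether the genes of a list move 1 way on balance and compares them with no other genes, passed for 8 of 29 lists. The adjusted p was 0.00301 for innate immunity and interferon response (down in LSL), 1.4e-04 for complement and acute phase (down in LSL), 0.0122 for aldehyde detoxification and oxidative stress defence (up in LSL), 0.00137 for heat shock and endoplasmic reticulum chaperones (up in LSL), 0.0312 for oligodendrocyte and myelin markers (up in LSL), 0.0474 for intraflagellar transport and cilium (down in LSL), 0.0122 for kinesins, dyneins and tubulin folding (down in LSL), 3.9e-04 for core histones (down in LSL). None of these calls holds in camera with an estimated correlation, where every list had an adjusted p = 0.967, and the median change of the complement list is above 0, against the direction of its call. No list passed Fisher's exact test among genes of rows changed at least 2-fold (smallest adjusted p = 0.259). Among genes with a probe set in Table S1, a form of that test added later, 3 lists passed: deubiquitinases, intraflagellar transport and cilium, and kinesins, dyneins and tubulin folding (adjusted p = 0.00758 each). These lists were drawn up from terms the study reported from Table S1, so that test is circular. In 9 lists the median and the mean change differ in sign.

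Some rows held separate levels within a line. In LSL, 7 hens had a QDPR value from 2.42 to 3.19 and the other 23 from 5.27 to 7.43, while the lowest LB hen lay at 6.33. In LB, 13 hens had an ASCC3L1 value of at most 7.41 and 17 of at least 8.39, and the highest LSL hen lay at 7.4. The row of HIST1H46 also held separate levels in LB, 10 hens at 10 to 10.5 and 20 at 11.4 to 12. The rows of ASCC3L1 and HIST1H46 hold only 1 probe set each. The hens were not grouped by these levels for any test.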
